# A Novel Long Non-coding RNA, MSTRG.51053.2 Regulates Cisplatin Resistance by Sponging the miR-432-5p in Non-small Cell Lung Cancer Cells

**DOI:** 10.3389/fonc.2020.00215

**Published:** 2020-02-25

**Authors:** Jie Zhang, Chuanqin Xu, Yan Gao, Yi Wang, Zongli Ding, Yueming Zhang, Wenyi Shen, Yulong Zheng, Yufeng Wan

**Keywords:** non-small cell lung cancer, cisplatin resistance, lncRNA, GSH, transcriptome, competing endogenous RNA

## Abstract

**Objective:** The aim of this study was to investigate the molecular mechanisms underlying cisplatin (DDP) resistance in non-small cell lung cancer (NSCLC) cells by constructing a competing endogenous RNA (ceRNA) network.

**Methods:** The gene expression profiles of human lung adenocarcinoma DDP-resistant cell line (A549/DDP) and its progenitor (A549) were comparatively evaluated by whole-transcriptome sequencing. The differentially expressed genes (DEGs) were subjected to KEGG pathway analysis. The expression levels of mRNAs involved in several pathways associated with conferring DDP resistance to tumor cells were evaluated. The ceRNA network was constructed based on the mRNA expression levels and the sequencing data of miRNA and lncRNA. Several ceRNA regulatory relationships were validated.

**Results:** We quantified the expression of 17 genes involved in the six pathways by quantitative real-time polymerase chain reaction (qRT-PCR). The differential protein expression levels of eight genes were quantified by western blotting. Western blot analysis revealed six differentially expressed proteins (MGST1, MGST3, ABCG2, FXYD2, ALDH3A1, and GST-ω1). Among the genes encoding these six proteins, *ABCG2, ALDH3A1, MGST3*, and *FXYD2* exhibited interaction with 8 lncRNAs and 4 miRNAs in the ceRNA regulatory network. The expression levels of these lncRNAs and miRNAs were quantified in cells; among these, 6 lncRNAs and 4 miRNAs exhibited differential expression between A549/DDP and A549 groups, which were used to construct a ceRNA network. The ceRNA regulatory network of MSTRG51053.2-miR-432-5p-*MGST3* was validated by luciferase reporter assay.

**Conclusion:** The MSTRG51053.2 lncRNA may function as a ceRNA for miR-432-5p to regulate the DDP resistance in NSCLC. The *MGST1, MGST3, GST-*ω*1*, and *ABCG2* mRNAs, miR-432-5p and miR-665 miRNAs, and MSTRG51053.2 and PPAN lncRNAs can serve as potential DDP drug targets to reverse DDP resistance in NSCLC.

## Introduction

Globally, lung cancer is the leading cause of cancer-related deaths (1). Non-small cell lung cancer (NSCLC) accounts for about 85% of all lung cancer cases (2). Most of the patients with NSCLC are diagnosed at advanced stage and exhibit a 5-year survival rate of only 17.4% (1, 2). Currently, the first line of treatment for patients with NSCLC, especially advanced stage cases, is cisplatin (DDP)-based chemotherapy (3, 4). DDP exhibits cytotoxicity by interacting with the DNA to form platinum-DNA adducts, which inhibit DNA replication (5, 6). However, tumors exhibit resistance to DDP chemotherapy, which is a major impediment to successful chemotherapy. The mechanism underlying tumor resistance to DDP is complex. Hence, there is an urgent need to elucidate this mechanism.

The proposed mechanisms underlying the acquired resistance of tumor to DDP mainly include cytoplasmic sequestration, decreased cytoplasmic accumulation, and enhanced DNA repair (7, 8). Several genetic factors are reported to contribute to the drug resistance of tumors. Mutations in genes, such as Kirsten rat sarcoma viral oncogene (KRAS) (9), tumor suppressor protein 53 (TP53) (10), and PI3-kinase subunit alpha (PIK3CA) (11) are associated with conferring drug resistance to lung cancer cells. Additionally, non-coding RNAs, such as microRNA (miRNA) and long non-coding RNA (lncRNA) are reported to mediate drug resistance in lung cancer patients undergoing chemotherapy treatment (12, 13). The critical role of various RNAs, including mRNAs, miRNAs, and lncRNAs in conferring DDP resistance to NSCLC cells was elucidated with the development of transcriptome sequencing and microarray technologies. Recent studies have demonstrated that lncRNAs can function as competing endogenous RNAs (ceRNAs) to regulate the downstream functions by sponging the target miRNAs (14, 15). To the best of our knowledge, there are no studies that have evaluated the role of ceRNAs in conferring DDP resistance to NSCLC cells.

In this study, we compared the gene expression profile between a human lung adenocarcinoma DDP-resistant cell line (A549/DDP) and its progenitor (A549 cells) using whole-transcriptome sequencing. Additionally, we selected several pathways associated with conferring DDP resistance to NSCLC cells and examined the mRNA expression levels of genes involved in these pathways. Based on the mRNA expression levels and the sequencing data of miRNA and lncRNA, the ceRNA network was constructed and validated several ceRNA regulatory relationships. Our results may help to elucidate the potential molecular mechanism underlying DDP resistance in NSCLC cells.

## Results

### Differential Expression Analysis and KEGG Pathway Analysis of mRNAs

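RNA of A549 cells, an established line of human lung adenocarcinoma, and of A549/DDP cells, its cisplatin-resistant derivative, was sequenced in 3 libraries per line. The cells were at passages 6 to 8, and only the A549/DDP cells were kept in cisplatin (DDP), at 1 µg/mL. An effect of the drug itself therefore cannot be told apart from resistance in these data. The libraries were depleted of rRNA and made with a kit that keeps the strand. The deposited values are FPKM (fragments per length of transcript and per number of mapped fragments) of single transcripts, which the authors computed after alignment to the human genome (hg38). The deposited tables hold 81818 transcripts of 30061 gene IDs, and the transcripts that matched an annotated span were almost all non-coding, such as retained introns (25936), transcripts of coding genes without a defined coding sequence (22477) and lncRNAs (21246). They also hold 1150 transcripts that the authors assembled, whose gene IDs start with MSTRG. CircRNAs and miRNAs have no values there, and of coding mRNAs only 347 transcripts matched the span of coding transcripts alone. The FPKM of a library summed to between 58042 and 62589 in A549 cells and between 65142 and 68665 in A549/DDP cells. The number of reads per library is not given, so no counting error was computed. Log2(FPKM + 1) was compared between the lines with limma for every transcript at 0.5 FPKM or more in at least 3 libraries. A transcript was called different at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds that the paper states. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low transcripts. Values were also summed over all listed transcripts of a gene ID and tested the same way (gene sums).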

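Of 20663 transcripts tested, nearly all non-coding, 73 were higher and 41 were lower in A549/DDP cells than in A549 cells, by limma. These belonged to 67 and 38 gene IDs. Without any 1 of the 6 libraries, 0 to 1 were higher and 0 to 5 were lower, where the test has less power and the filter, applied again, drops features present in 1 line only. At an unadjusted p under 0.05 the number was 4483. In all 114 called transcripts the 3 A549/DDP libraries lay on one side of the 3 A549 libraries. The same held for 27.9% of all tested transcripts, where chance gives 10%. Transcripts of lncRNA genes and assembled transcripts made up 3505 of those tested, of which 31 were higher and 21 were lower. Transcripts of protein-coding genes made up 16476, of which 41 were higher and 19 were lower. Of 10591 gene sums tested, 147 were higher and 102 were lower. Leaving out any 1 library, with the filter applied again, left 5 to 55 gene sums higher and 3 to 31 lower. After quantile normalization 105 were higher and 123 lower, and after median-ratio scaling 95 and 119, so which side holds more calls depends on the scaling. The median log2 fold change of the deposited values was 0.14 over the transcripts and 0.17 over the gene sums, and that of the gene sums was 0.01 after either scaling.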

After analysis, a total of 882 downregulated and 554 upregulated mRNAs, 219 downregulated and 273 upregulated lncRNAs, 106 downregulated, and 17 upregulated circRNAs, as well as 89 downregulated and 15 upregulated miRNAs were identified between A549/DDP and A549 groups. The heatmaps and volcano pictures of these differentially expressed genes are shown in Figure 1.

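The called transcripts with the widest changes are given here for those with a gene name and a mean of at least 5 FPKM over the 6 libraries. USH1C-208 was listed at 0 in the 3 A549 libraries and at 14.5 to 20.9 FPKM in A549/DDP cells. SLC7A7-209 was also listed at 0 in A549 cells and at 11.8 to 47.9 FPKM in A549/DDP cells. FXYD2-208, a non-coding transcript of a gene that encodes a regulator of the sodium pump, rose from 0.173 ± 0.223 to 20.7 ± 5.58 FPKM (SD, n = 3), a log2 fold change of 4.19 (standard error 0.31, adjusted p = 0.0024 from limma). The other transcripts among the 10 with the largest rise were ZC3H11A-215, KPNA1-205, NALF1-IT1-201, AKR1C2-207, ENST00000510562, AKR1C2-205 and SPP1-205, with log2 fold changes between 3.06 and 4.07. SAT1-208 fell from 430 ± 61.7 to 29.3 ± 4.93 FPKM, a log2 fold change of -3.83 (standard error 0.23, adjusted p = 0.00141 from the same test). PTGS2-203 had a log2 fold change of -4.03 and GNAS-237, whose span is that of a coding transcript, was listed at 0 in all 3 A549/DDP libraries. A transcript of the lncRNA gene H19 was at 107 to 136 FPKM in A549 cells and listed at 0 in A549/DDP cells. The sum over all listed H19 transcripts was 131 ± 23.1 FPKM in A549 cells and 17.1 ± 7.18 in A549/DDP cells. Another H19 transcript, whose span contains that of the former, was at most 0.319 FPKM in A549 cells and 1.47 to 11.9 FPKM in A549/DDP cells and did not pass the test (adjusted p = 0.0923). The log2 fold change of this sum was -2.92 (standard error 0.31, adjusted p = 0.00158 from limma). Transcripts of GAS5, CHILL1, DDX10, ITGB1-DT and LINC00973 completed the 10 with the largest fall, at log2 fold changes between -3.47 and -2.51. Of other GAS5 transcripts, GAS5-204, GAS5-211 and GAS5-216 had log2 fold changes of 1.11 to 1.16, GAS5-222 of -0.05, GAS5-224 of -1.30 (37.9 and 15.0 FPKM) and another of -1.78, and none of these passed the test. The calls of FXYD2-208 and SAT1-208 ended with no filter (adjusted p = 0.0113 for both), with a pseudocount of 0.01 (0.0566 and 0.0107) and without each A549 library in turn (at most 0.0216 and 0.0205), at log2 fold changes of 4.08 to 4.34 and -3.95 to -3.75 in the last case. Treat ended those of FXYD2-208 (0.0165) and of the H19 sum (0.0235), SAT1-208 also ended without A549/DDP replicate 2 or 3, and the H19 sum also ended with no filter (0.0115) and without A549 replicate 1 or 3 or A549/DDP replicate 2 or 3 (at most 0.0131). With the filter applied again, FXYD2-208 was not tested without an A549/DDP library.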

**Figure 1:**
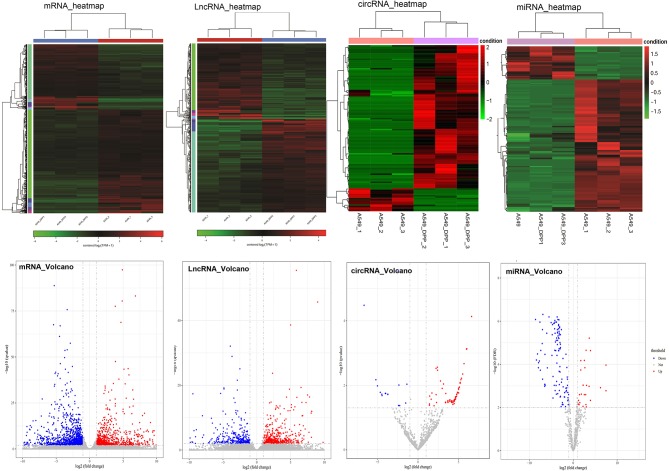
The heatmaps and volcano pictures of these differentially expressed mRNAs, lncRNAs, circRNA, and miRNAs. Each cell line was repeated for three times (A549_1/2/3 and A549/DPP_1/2/3).

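Pearson's r of log2(FPKM + 1) over the tested transcripts was 0.697 to 0.726 between A549 libraries and 0.774 to 0.782 between A549/DDP libraries. Between the lines it was 0.582 to 0.664. These are correlations across transcripts, which are not independent replicates. The first principal component held 39.8% of the variance and separated the lines. The second held 18% and separated A549 replicate 2 from the other 5 libraries. The median SD between replicates was 0.34 in A549 cells and 0.26 in A549/DDP cells on the log2 scale.

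**Figure D1:**
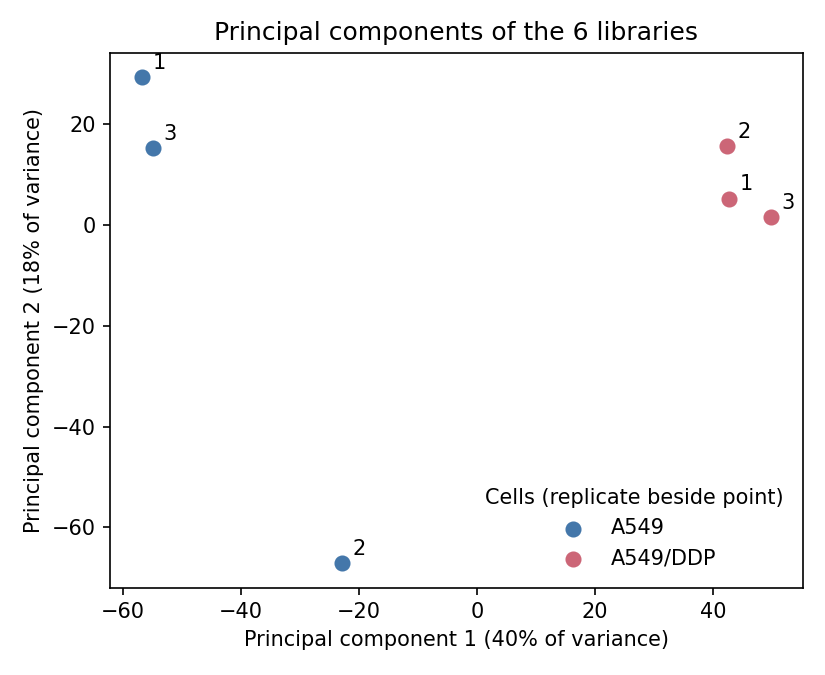
First and second principal component of log2(FPKM + 1) of the transcripts tested, each point a library of A549 or A549/DDP cells. The lines part on the first component, and A549 replicate 2 lies at -67.1 on the second, while the other libraries lie between 1.58 and 29.4.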

KEGG pathway analysis of the differentially expressed mRNAs revealed 27 significantly upregulated pathways and 54 significantly downregulated pathways (Table S1). We focused on 6 pathways that are associated with conferring DDP resistance to tumor cells, including bile secretion (ko04976), metabolism of xenobiotics by cytochrome P450 (ko00980), glutathione metabolism (ko00480), drug metabolism-cytochrome P450 (ko00982), platinum drug resistance (ko01524), and chemical carcinogenesis (ko05204). As shown in Table 1, there were 17 genes involved in these 6 pathways.

**Table 1:** The 17 genes involved in the six pathways associated with the resistance to cisplatin.

**GeneID**	**Gene name**	**log2fold change**	**q value**	**Gene description**
ENSG00000113161	HMGCR	2.78	3.31E-05	3-hydroxy-3-methylglutaryl-CoA reductase
ENSG00000118777	ABCG2	1.65	2.45E-08	ATP binding cassette subfamily G member 2
ENSG00000186198	*SLC51B*	4.67	3.63E-05	Solute carrier family 51 beta subunit
ENSG00000073060	*SCARB1*	4.14	7.76E-11	Scavenger receptor class B member 1
ENSG00000137731	FXYD2	3.93	1.79E-16	FXYD domain containing ion transport regulator 2
ENSG00000136881	*BAAT*	3.20	4.77E-11	Bile acid-CoA:amino acid N-acyltransferase
ENSG00000162104	*ADCY9*	1.54	2.62E-10	Adenylate cyclase 9
ENSG00000104267	*CA2*	4.21	3.70E-06	Carbonic anhydrase 2
ENSG00000008394	MGST1	1.84	0.005926478	Microsomal glutathione S-transferase 1
ENSG00000143198	MGST3	2.86	0.00076915	Microsomal glutathione S-transferase 3
ENSG00000108602	ALDH3A1	2.44	0.000218806	Aldehyde dehydrogenase 3 family member A1
ENSG00000148834	GST-ω	1.05	0.004982697	Glutathione S-transferase omega 1
ENSG00000084207	GST-π	1.77	0.000870743	Glutathione S-transferase pi 1
ENSG00000159231	CBR3	2.09	1.22E-05	Carbonyl reductase 3
ENSG00000244122	*UGT1A7*	2.80	1.12E-08	UDP glucuronosyltransferase family 1 member A7
ENSG00000187134	*AKR1C1*	3.04	1.89E-09	Aldo-keto reductase family 1 member C1
ENSG00000100031	GGT1	1.39	0.00451235	Gamma-glutamyltransferase 1

### Expression Levels of 17 Genes in Cell Lines and Xenografted Tumor Tissues

The expression levels of 17 genes in the cells and transplanted tumor tissues from the mice were quantified using quantitative real-time polymerase chain reaction (qRT-PCR). As shown in Figure 2A, the expression levels of ABCG2, ALDH3A1, CBR3, FXYD2, GGT1, GST-π, GST-ω, HMGCR, MGST1, and MGST3 were significantly upregulated in the A549/DDP group when compared to those in the A549 group. Additionally, eight genes (ABCG2, ALDH3A1, FXYD2, GST-π1, GST-ω1, HMGCR, MGST1, and MGST3) were upregulated among the G1-G4 DDP-resistant tumor tissues (Figure 2B).

**Figure 2:**
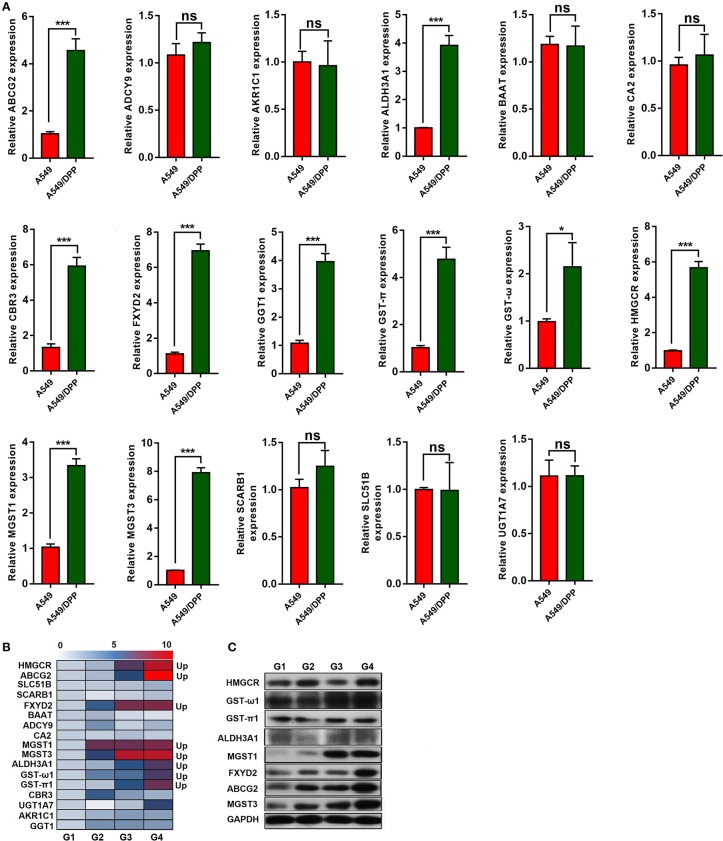
**(A,B)** The expression levels of 17 messenger RNAs (mRNAs) in the A549/DDP and A549 cells and G1-G4 tumor tissues were detected by quantitative real-time polymerase chain reaction (qRT-PCR). **(C)** The protein expression levels of 8 mRNAs in the G1-G4 tumor tissues. *P < 0.05, ***P < 0.001.

The protein expression levels of these eight genes were quantified by western blotting. As shown in Figure 2C, the protein expression levels of MGST1, MGST3, ABCG2, and FXYD2 differed among the G1-G4 DDP-resistant tumor tissues. Additionally, the protein expression levels of ALDH3A1 and GST-ω1 varied among the G1-G4 DDP-resistant tumor tissues.

### ceRNA Network Construction

A ceRNA network was constructed based on the 17 genes involved in the six pathways. Among the 17 genes, only 13 genes exhibited regulatory relationship with the differentially expressed miRNAs. The constructed ceRNA network is shown in Figure 3A.

**Figure 3:**
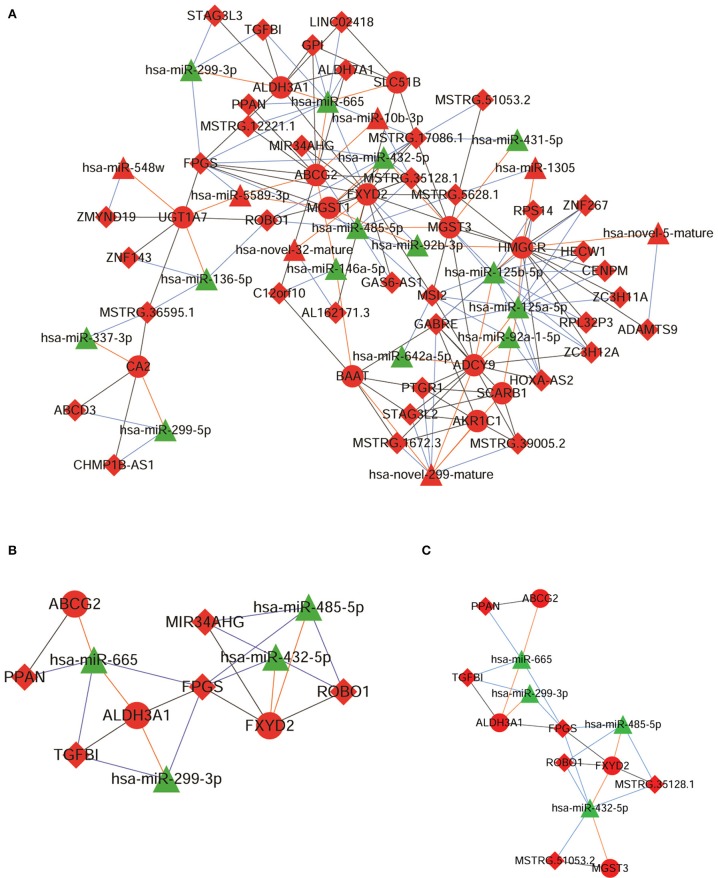
The competing endogenous RNA (ceRNA) networks constructed using **(A)** 13 messenger RNAs (mRNAs), **(B)** 4 mRNAs, 5 long non-coding RNAs (lncRNAs), and 4 micro RNAs (miRNAs), and **(C)** 6 lncRNAs and 4 miRNAs. Red nodes represent up-regulated expression, green nodes represent down-regulated expression, triangular nodes represent miRNA, circular nodes represent mRNA, and diamond nodes represent lncRNA.

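Of the lncRNA nodes drawn in Figure 3A, those given here matched the deposited tables by name or MSTRG number. By limma, MSTRG.1672 rose with a log2 fold change of 2.86 (standard error 0.23, adjusted p = 0.00311), LINC02418-202 with 2.03 (standard error 0.20, adjusted p = 0.0051) and MSTRG.17086 with 1.77 (standard error 0.22, adjusted p = 0.00987). The sum over the listed transcripts of HOXA-AS2 rose from 1.35 ± 0.055 to 17.7 ± 1.27 FPKM (SD, n = 3), a log2 fold change of 2.99 (standard error 0.21, adjusted p = 0.000458 from the same test). GAS6-AS1-201, CHMP1B-AS1-201, MSTRG.5628, MSTRG.36595 and MSTRG.39005 did not pass the adjusted p of 0.01. Their log2 fold changes were 1.19 to 1.58 and their adjusted p 0.0135 to 0.044 from limma, with all 3 A549/DDP libraries above all 3 A549 libraries. MSTRG.17086 lies in NTRK3 on the strand of that gene. The calls of MSTRG.1672, LINC02418-202 and MSTRG.17086 ended with no filter (adjusted p = 0.0113, 0.0191 and 0.0304), a pseudocount of 0.01 (0.0221, 0.0245 and 0.0276), treat (0.0329, 0.129 and 0.658) and without each A549 library in turn (at most 0.0227, 0.0327 and 0.0513), and the first 2 were not tested without an A549/DDP library. That of MSTRG.17086 also ended under quantile normalization (0.01), median-ratio scaling (0.0115), a pseudocount of 0.1 (0.0142) and without each A549/DDP library (at most 0.0842).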

From this ceRNA network, we extracted the ceRNA networks associated with the 6 proteins that were differentially expressed among the G1-G4 DDP-resistant xenografted tumor tissues. 

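The lncRNAs MSTRG.12221.1, MSTRG.35128.1, MSTRG.51053.2, MIR34AHG and PPAN were found in the deposited tables, the first 3 by their MSTRG number, since no isoform number is listed. No listed transcript could be matched to the lncRNA isoforms of FPGS, ROBO1 and TGFBI, so no value is given for them. All values are in the 6 libraries of the cells. MIR34AHG-204, a transcript of the host gene of miR-34a on chromosome 1 (9148011 to 9182392, minus strand, GRCh38), was at 0.0127 ± 0.022 FPKM in A549 cells and 3.93 ± 0.409 FPKM in A549/DDP cells (SD, n = 3). Its log2 fold change was 2.28 (standard error 0.21, adjusted p = 0.00434 from limma). This call ended when any 1 library was left out with the same features tested, a way chosen after other values had been seen, at log2 fold changes of 2.23 to 2.35 (adjusted p = 0.0164 to 0.0269). It also ended with no filter (0.0146), a pseudocount of 0.01 (0.0245) and treat (0.0748), and with the filter applied again to 5 libraries it ended without each A549 library in turn and was not tested without an A549/DDP library. MIR34AHG was planned to be matched as a gene, and the sum over its listed transcripts did not pass (log2 fold change 1.40, adjusted p = 0.0342). Another MIR34AHG transcript had a log2 fold change of -0.26 that did not pass the test. MSTRG.12221 (chromosome 13, 18763407 to 18799497, minus strand) overlaps no gene of GENCODE 44. It was at 2.24 ± 0.864 and 12.5 ± 2.11 FPKM, a log2 fold change of 2.08 (standard error 0.31, adjusted p = 0.017). MSTRG.35128 (chromosome 3, 194316987 to 194323452, minus strand) overlaps LINC00887 on the same strand. It was at 1.00 ± 0.0698 and 3.37 ± 0.253 FPKM, a log2 fold change of 1.12 (standard error 0.22, adjusted p = 0.0362). Neither of these assembled transcripts passed the adjusted p of 0.01, and in both every A549/DDP library lay above every A549 library. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.

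**Figure D2:**
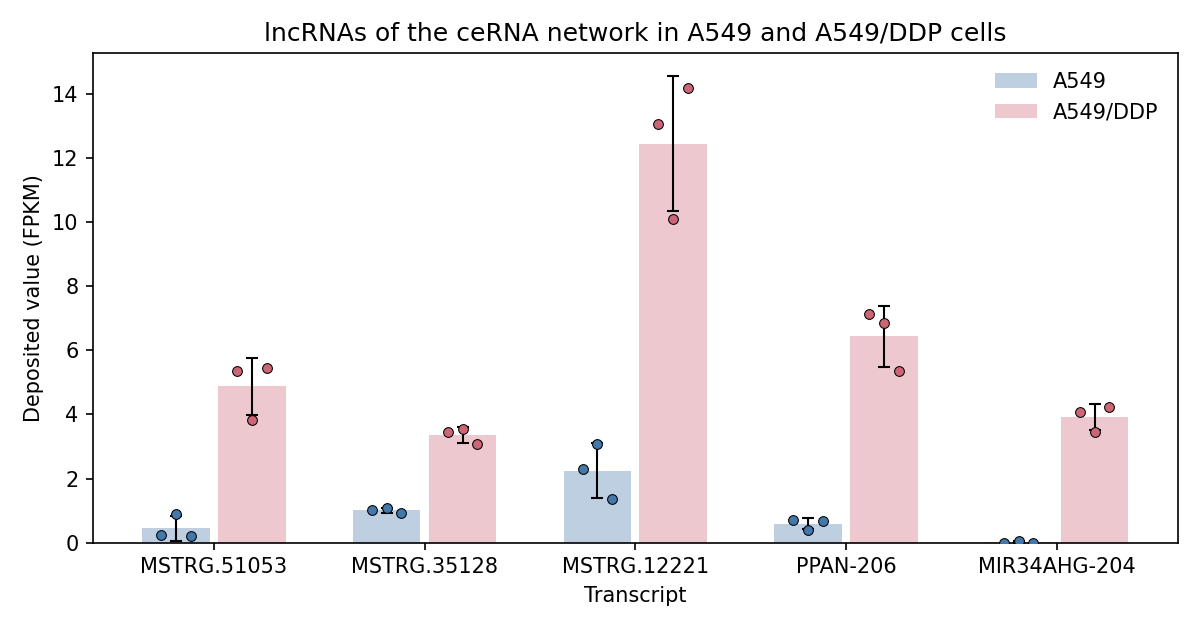
Deposited FPKM of the matched lncRNAs of the network in A549 and A549/DDP cells. Bars give the mean, error bars the SD (n = 3) and points the single libraries, and in each transcript the A549/DDP libraries all lie above the A549 libraries.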

Among the genes encoding these six proteins, we observed that 4 genes (ABCG2, ALDH3A1, MGST3, and FXYD2) were involved in the ceRNA regulatory network comprising 8 lncRNAs (PPAN, FPGS, ROBO1, MIR34AHG, TGFBI, MSTRG.12221.1, MSTRG.35128.1, and MSTRG.51053.2) and 4 miRNAs (miR-665, miR-432-5p, miR-485-5p, and miR-299-3p) (Table S2). Finally, a ceRNA subnetwork comprising 4 mRNAs, 5 lncRNAs, and 4 miRNAs was obtained, which is shown in Figure 3B.

### Expression Levels of 8 lncRNAs and 4 miRNAs in Cell Lines and ceRNA Network Construction

The expression levels of 8 lncRNAs and 4 miRNAs in the A549 and A549/DDP cells were quantified by qRT-PCR. As shown in Figure 4A, except for MSTRG.12221.1 and MIR34AHG, the expression levels of 6 lncRNAs and 4 miRNAs were significantly different between the A549/DDP and A549 groups. A ceRNA network was constructed comprising 6 lncRNAs and 4 miRNAs, which is shown in Figure 3C. This network included 12 ceRNA networks (Table S3). Among the 12 ceRNA networks, we selected the MSTRG.51053.2-miR-432-5p-MGST3 and PPAN- miR-665-ABCG2 regulatory networks for further analysis as there is a correlation between DDP resistance and MGST and ABCG families. 

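MSTRG.51053, the only listed transcript of that MSTRG number, lies on the minus strand of chromosome 9 from 121364619 to 121370205 (GRCh38), inside the gene STOM and on its strand. Its values were 0.237, 0.903 and 0.214 FPKM in A549 cells and 5.35, 3.83 and 5.44 FPKM in A549/DDP cells. The log2 fold change was 2.04 (standard error 0.28, adjusted p = 0.0126 from limma), which does not pass the adjusted p of 0.01. With only transcripts at 2 FPKM or more in at least 3 libraries tested, it passed (adjusted p = 0.00787), and over all alternatives its adjusted p lay between 0.00787 and 0.55. The highest was from treat, which tests against a fold change of 2 and not against no change. PPAN-206 (ENSG00000130810) is annotated as a retained intron transcript of PPAN on chromosome 19 from 10107990 to 10110315. It rose from 0.593 ± 0.164 to 6.44 ± 0.96 FPKM (SD, n = 3), a log2 fold change of 2.22 (standard error 0.24, adjusted p = 0.00664 from limma). This call ended when any 1 of the 6 libraries was left out, with log2 fold changes of 2.13 to 2.33 and adjusted p of 0.0242 to 0.0683. It also ended under median-ratio scaling (0.0115), with no filter (0.0223), a pseudocount of 0.01 (0.0193) and treat (0.146). PPAN-208, another non-coding transcript of the gene, had a log2 fold change of -0.43 that did not pass the test. No transcript names are listed, so it is not certain that PPAN-206 is the lncRNA the paper means. No other listed transcript spans the miR-665 site drawn for PPAN. The paper selects both networks because the MGST and ABCG families are tied to DDP resistance, and it takes the lncRNAs of both as raised in A549/DDP cells.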

The binding sites involved in the two ceRNA regulatory networks are shown in Figure 4B.

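The site sequences drawn in Figure 4B were searched in the human genome (GRCh38) for exact matches on both strands. The miR-665 site drawn for PPAN, GCCCACCCACCCCTCCTGGT, has 1 match, on the plus strand of chromosome 19 from 10108027 to 10108046. It lies in exon 1 of PPAN-206 and in coding exon 5 of PPAN-201. The miR-665 site drawn for ABCG2, AGGAATCTGACCACTCCTGGA, has 1 match, on the minus strand of chromosome 4 from 88091405 to 88091425, in exon 16 of ABCG2-201 and in its untranslated part. The miR-432-5p site drawn for MSTRG.51053.2, TCCCTCAACTAGAACTCCAAGA, has 1 match, on the plus strand of chromosome X from 108565167 to 108565188. This place lies in an intron of COL4A5 and inside the assembled transcript MSTRG.52879, whose values were 4.76 ± 1.18 FPKM in A549 cells and 0.748 ± 0.229 FPKM in A549/DDP cells (SD, n = 3). The log2 fold change of MSTRG.52879, a transcript chosen after its values were seen, was -1.71 (standard error 0.27, adjusted p = 0.0198 from limma), which does not pass the adjusted p of 0.01. The site drawn for MGST3, TTAATGTAAATATAAACAGTCACA, has 1 match, on the minus strand of chromosome 12 from 106991764 to 106991787, in exon 13 of CRY1-201 and in its untranslated part.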

**Figure 4:**
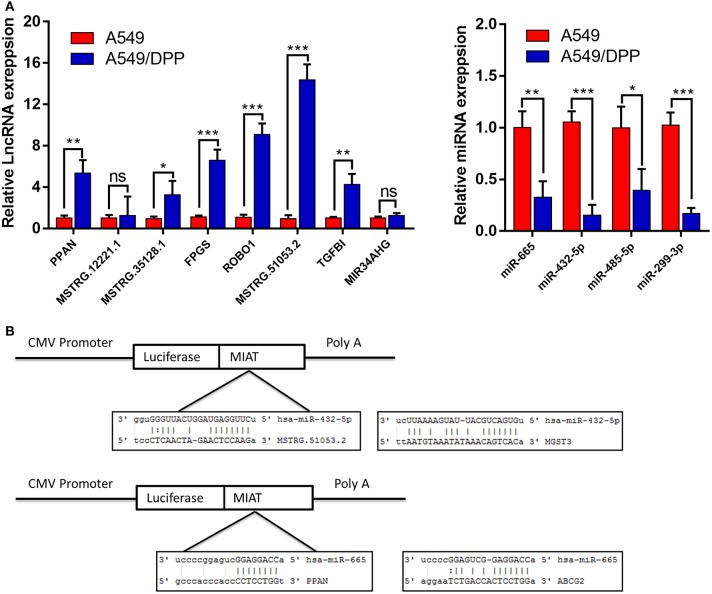
**(A)** The expression levels of 8 long non-coding RNAs (lncRNAs) and 4 micro RNAs (miRNAs) involved in the ceRNA network of the A549/DDP and A549 cells were detected by quantitative real-time polymerase chain reaction (qRT-PCR). **(B)** The binding sites involved in the competing endogenous RNA (ceRNA) regulatory networks of MSTRG51053.2-miR-432-5p-*MGST3* and PPAN-miR-665-*ABCG2*. *P < 0.05, **P < 0.01, ***P < 0.001.

### Expression Levels of Genes Involved in the MSTRG.51053.2-miR-432-5p-MGST3 and PPAN-miR-665-ABCG2 ceRNA Regulatory Networks

As shown in Figure 5A, the expression levels of MSTRG.51053.2, PPAN, MGST3, and ABCG2 in the non-responder group were significantly higher than those in the responder group. The expression levels of miR-432-5p and miR-665 in the non-responder group were lower than those in the responder group but the difference was not statistically significant. Furthermore, the expression levels of 6 genes in the G1-G4 xenografted tumor tissues were also quantified by qRT-PCR. As shown in Figure 5B, the expression level of MSTRG.51053.2 was significantly upregulated from P2 to P4, while that of PPAN was significantly upregulated from P3 to P4. The expression level of miR-432-5p was significantly downregulated from P3 to P4, while that of miR-665 was significantly downregulated from P2 to P4. The expression levels of MGST3 and ABCG2 in the G1-G4 tumor tissues are shown in Figure 2B.

**Figure 5:**
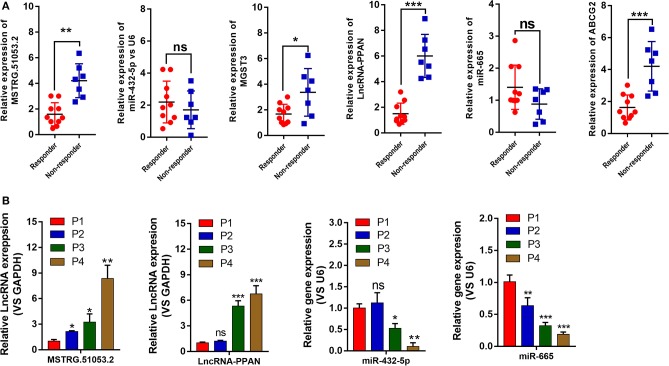
**(A)** The expression levels of MSTRG510532, PPAN, *MGST3, ABCG2* miR-432-5p, and miR-665 in the responder and non-responder groups from patients were detected by quantitative real-time polymerase chain reaction (qRT-PCR). **(B)** The expression levels of MSTRG510532, PPAN, miR-432-5p, and miR-665 in the G1-G4 tumor tissues from mice. *P < 0.05, **P < 0.01, ***P < 0.001.

### Effects of MSTRG.51053.2 Overexpression on the Expression of miR-432-5p and MGST3 and on DDP Sensitivity of A549 Cells

As shown in Figure 6A, the expression level of MSTRG.51053.2 significantly increased after transfecting the cells with the full-length MSTRG.51053.2 cDNA. Additionally, the expression level of miR-432-5p significantly decreased, while that of MGST3 increased upon overexpression of MSTRG.51053.2. Moreover, the IC_50_ value of DDP in the A549 cells overexpressing MSTRG.51053.2 (25.32 ± 1.68 μmol/L) was significantly higher than that in the negative control (NC) group (4.26 ± 1.31 μmol/L) (Figure 6B).

**Figure 6:**
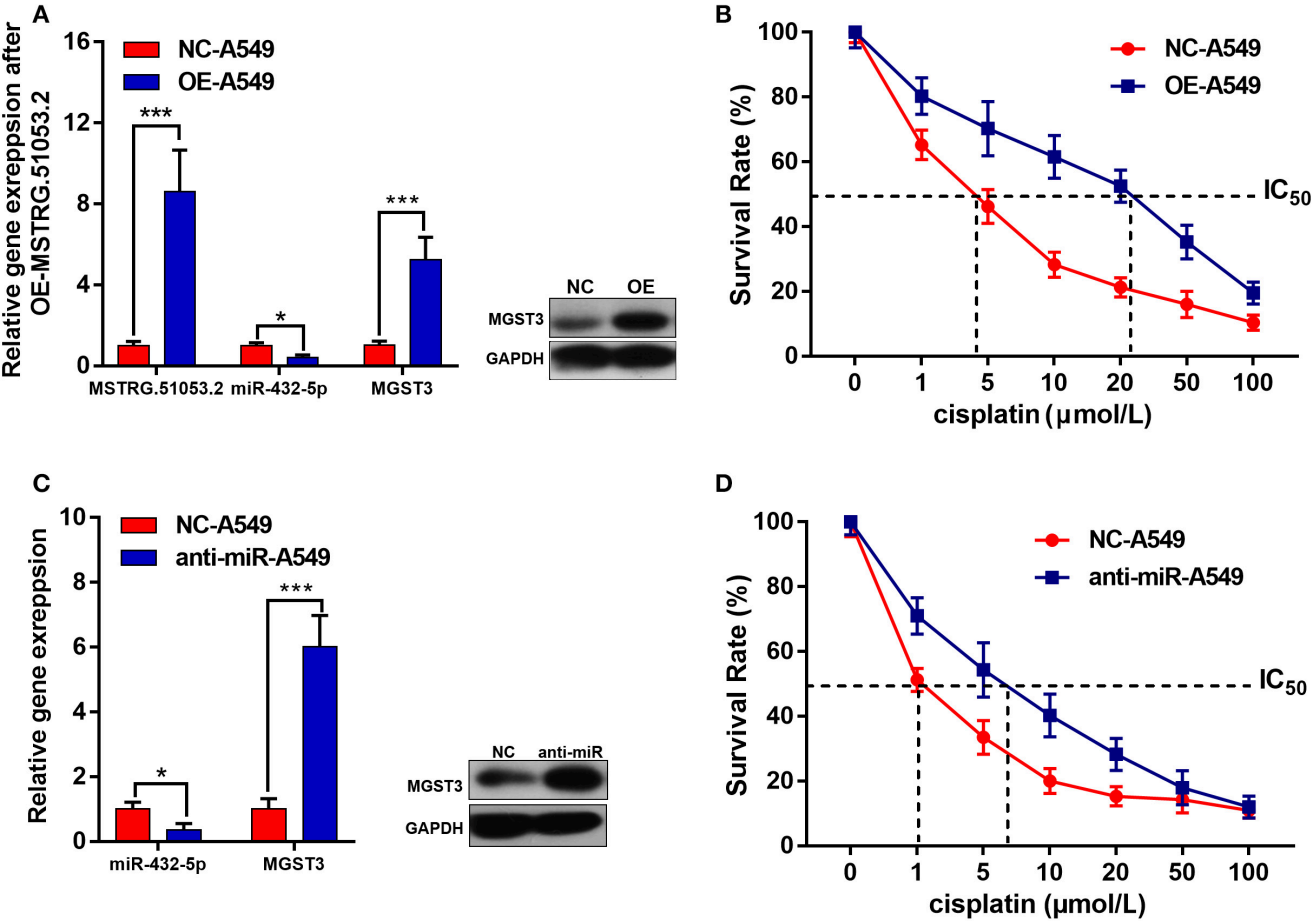
**(A)** The expression levels of MSTRG510532, miR-432-5p and *MGST3* after transfection with full-length MSTRG.51053.2 cDNA. **(B)** The IC_50_ value of cisplatin in the A549 cells overexpressing MSTRG.51053.2 were significantly higher than that in the control group. **(C)** The expression levels of miR-432-5p and *MGST3* after transfection with miR-432-5p inhibitor. **(D)** The IC_50_ value of cisplatin in the A549 cells treated with miR-432-5p inhibitor was significantly higher than that in the control group. *P < 0.05, ***P < 0.001.

### Effects of miR-432-5p Inhibition on the Expression of MGST3 and on DDP Sensitivity of A549 Cells

The expression level of miR-432-5p significantly decreased after transfecting the cells with the miR-432-5p inhibitor. The expression level of MGST3 significantly increased upon transfection with the miR-432-5p inhibitor (Figure 6C). Furthermore, the IC_50_ value of DDP in the miR-432-5p inhibitor-transfected A549 cells (6.98 ± 2.06 μmol/L) was significantly higher than that in the NC group (1.08 ± 0.55 μmol/L) (Figure 6D).

### Verification of ceRNA Regulatory Network of MSTRG.51053.2-miR-432-5p- MGST3

Fluorescent *in situ* hybridization (FISH) analysis was used to detect the co-localization of MSTRG.51053.2 and miR-432-5p in the A549 cells. The analysis revealed that MSTRG.51053.2 and miR-432-5p were mainly expressed in the cytoplasm and exhibited partial binding (Figure 7).

**Figure 7:**
Representative fluorescent *in situ* hybridization (FISH) images in the blank group (blank) and the MSTRG.51053.2 and miR-432-5p co-transfection group (miR-432-5p mimic).

The target sites of MSTRG.51053.2 and MGST3 binding to miR-432-5p are shown in Figures 8A,B. The luciferase activity of MSERG.5105.2-wild type was significantly inhibited in the miR-432-5p-transfected HEK293 cells. However, transfection with miR-432-5p exhibited no inhibitory effect on the luciferase activity of MSERG.5105.2-mutant type (Figure 8C). Similarly, the luciferase activity of MGST3-wild type significantly decreased in the miR-432-5p-transfected HEK293 cells, and transfection with miR-432-5p exhibited no inhibitory effect on the luciferase activity of MGST3-mutant type (Figure 8D).

**Figure 8:**
**(A,B)** The target sites of MSTRG51053.2 and MGST3 binding to miR-432-5p. **(C)** The luciferase activity of MSERG.5105.2-wild type was significantly inhibited in the miR-432-5p-transfected HEK293 cells. However, miR-432-5p transfection exhibited no inhibitory effect on the luciferase activity of MSERG.5105.2-mutant. **(D)** The luciferase activity of MGST3-wild type significantly decreased in the miR-432-5p-transfected HEK293 cells. However, miR-432-5p transfection exhibited no inhibitory effect on the luciferase activity of MGST3-mutant. ***P < 0.001.

## Discussion

In this study, we evaluated six pathways associated with conferring DDP resistance to tumor cells based on the differentially expressed genes and pathway enrichment analysis. The analysis revealed 17 related mRNAs, which were verified by qRT-PCR in the cells and tumor tissues. Eight differentially expressed mRNAs were further verified by western blotting. Western blotting analysis revealed that six proteins (MGST1, MGST3, ABCG2, FXYD2, ALDH3A1, and GST-ω1) were differentially expressed among G1-G4 DDP-resistant tumor tissues. Among the six genes encoding these proteins, ABCG2, ALDH3A1, MGST3, and FXYD2 were observed to exhibit interaction with the ceRNA regulatory network comprising 8 lncRNAs and 4 miRNAs. The expression levels of 8 lncRNAs and 4 miRNAs were quantified in the cells. The differential expression of 6 lncRNAs and 4 miRNAs was observed between A549/DDP and A549 groups, which was used to construct a ceRNA network. From the ceRNA network, we selected the MSTRG51053.2-miR-432-5p-MGST3 and PPAN-miR-665-ABCG2 regulatory networks for further analysis. Finally, the ceRNA regulatory network of MSTRG.51053.2-miR-432-5p-MGST3 was validated by luciferase reporter assay.

MGST1 (microsomal glutathione S-transferase 1), MGST3, and GST-ω1 (glutathione S-transferase ω1) are the members of glutathione S-transferases (GSTs). GSTs are crucial detoxification enzymes that catalyze the binding of substrates to glutathione during the second phase of detoxification, which can be activated by drug metabolites and sulfenic acid formation (16). DDP is readily detoxified by glutathione in the drug-resistant cells due to the overexpression of GSTs. Thus, GSTs are reported to be potential drug targets to reverse the DDP resistance in tumor cells (17). However, the roles of MGST1, MGST3 and GST-ω1 in DDP resistance have not been reported. In this study, the expression levels of MGST1, MGST3 and GST-ω1 were demonstrated to be upregulated in the A549/DDP group when compared to those in the A549 group. Additionally, these genes were upregulated among the G1-G4 DDP-resistant tumor tissues. These findings suggested that MGST1, MGST3 and GST-ω1 can serve as DDP drug targets to reverse the DDP resistance in NSCLC.

Moreover, MGST3 is involved in the ceRNA regulatory network of MSTRG.51053.2-miR-432-5p-MGST3. The role of MSTRG.51053.2 and miR-432-5p in conferring DDR resistance to cancer cells has not been previously investigated to the best of our knowledge. The miR-432-5p is reported to serve as a tumor suppressor in hepatocellular carcinoma and prostate cancer (18, 19). In this study, we not only detected the expression levels of the three genes in cells, tumor tissues of animals and patients, but also verified the regulatory relationship between MSTRG.51053.2 and miR-432-5p and that between MGST3 and miR-432-5p through luciferase reporter assay. Our study suggested that the lncRNA MSTRG.51053.2 may function as a ceRNA for miR-432-5p to regulate the DDP resistance in NSCLC.

ABCG2 (ATP binding cassette subfamily G member 2) is a member of ABC proteins family, a major drug transporter, which plays an important role in protecting the side population cells from cytotoxic drugs, like cisplatin. Additionally, ABCG2 is involved in multidrug resistance (20, 21). Although cisplatin is not an ABCG2 substrate, several studies have demonstrated that ABCG2 is a predictor of poor clinical prognosis of advanced NSCLC (22, 23). In this study, ABCG2 was demonstrated to be involved in the ceRNA regulatory network of PPAN-miR-665-ABCG2. A recent study reported that miR-665 could suppress the metastasis and invasion of osteosarcoma (24). Additionally, the serum exosomal miR-665 level in patients with hepatocellular carcinoma is markedly higher than that of the healthy control group, and is closely correlated with the clinical stage, tumor differentiation, and patient survival (25). However, the role of miR-665 in DDP resistance has not been reported. Our results demonstrated that miR-665 was significantly downregulated and PPAN was upregulated in the A549/DDP group when compared to those in the A549 group. These results concurred with those of animal experiments. The differential expression of PPAN, miR-665, and ABCG2 in the DDP-resistant cells and tissue suggested that this ceRNA regulatory network may be a potential mechanism underlying DDP resistance in NSCLC.

In conclusion, our study indicates that lncRNA MSTRG.51053.2 may function as a ceRNA for miR-432-5p to regulate the DDP resistance in NSCLC. Additionally, the MGST1, MGST3, GST-ω1, and ABCG2 mRNAs, miR-432-5p and miR-665 miRNAs, and MSTRG.51053.2 and PPAN lncRNAs can serve as DDP drug targets to reverse the DDP resistance in NSCLC.

## Materials and Methods

### Cell Culture and Treatment

Human lung adenocarcinoma cell line (A549) and DDP-resistant lung adenocarcinoma cell line (A549/DDP) were purchased from the Shanghai MeiXuan Biological Science and Technology Ltd. (Shanghai, China). The cell lines were cultured in RPMI-1640 medium supplemented with 10% fetal calf serum, streptomycin (100 mg/mL), and penicillin (100 μg/mL) at 5% CO_2_ and 37°C. The medium used for culturing A549/DDP cells was supplemented with 1 μg/mL DDP to maintain the drug-resistant phenotype. The cells in logarithmic phase were used for all experimental analyses.

### Library Preparation for lncRNA Sequencing

The lncRNA libraries were constructed using the rRNA-depleted RNA sample and NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA). The divalent cations were used for fragmentation. The synthesis of the first-strand cDNA was performed using M-MuLV reverse transcriptase and a random hexamer primer. The second-strand cDNA synthesis was performed using RNase H and DNA polymerase I. The 3′-end of the DNA fragments was adenylated and ligated with the NEBNext adaptor containing a hairpin-loop structure. AMPure XP system was used to select the cDNA fragments with a size range of 150–200 bp. The cDNA libraries were sequenced on an Illumina HiSeq 4000 platform.

### Library Preparation for Small RNA Sequencing

Small RNA library was prepared using the NEBNext® Multiplex Small RNA Library Prep Set for Illumina®. Briefly, the NEB 3′ SR adaptor was ligated to the 3′-end of miRNAs. The single-stranded DNA adaptor was converted into a double-stranded DNA molecule. The 5′-end adaptor was ligated to the 5′-end of miRNAs. The DNA fragments of size 140–160 bp were dissolved in 8 μL of an elution buffer. The libraries were sequenced on an Illumina HiSeq 2500 platform.

### Quality Control and Alignment

The raw reads were processed using Trimmomatic (v3.6) (26). Clean reads were selected after removing the low-quality reads and reads with length <35 bp. For miRNA-seq data, the reads with length <16 bp were removed.

### lncRNA-seq Data Processing

The clean reads were mapped to the Hg38 ENSEMBL (27) reference human genome using HISAT2 (28). The transcripts were reassembled using the Cufflinks tool (v2.2.1) (29). The gene expression levels of individual samples were quantified using the cuffquant (29) and cuffnorm (29) tools. The differentially expressed genes between A549/DDP and A549 groups were calculated using the cuffdiff (29) tool. The differentially expressed genes were considered statistically significant when |log fold change (FC)| > 1 and *q-*value < 0.01. Based on the genome annotation data, the genes were divided into lncRNAs and protein coding genes (mRNAs).

The differentially expressed mRNAs were subjected to KEGG pathway analysis using the clusterProfiler package (30). The enrichment was considered statistically significant when the *p*-value was < 0.05 after hypergeometric test.

### miRNA-seq Data Analysis

The clean reads were mapped to the human reference genome (ENSEMBL) using the Bowtie (v0.12.9) (13) software. Based on the known miRNA annotation information in the miRBase (14), the number of reads of the mature miRNA in each sample were obtained using the HTSeq (v0.9.1) (17) tool. The expression levels of miRNAs were quantified by count per million method. The prediction and quantification of new miRNAs were performed using the miRDeep2 software (v2.05). The differentially expressed miRNAs were selected using the quasi-likelihood F-test method in edgeR with the thresholds of |log FC| > 1 and false discovery rate <0.01.

### ceRNA Network Construction

The mRNAs involved in the pathways associated with conferring DDP resistance to tumor cells were selected for ceRNA network construction. The binding sites in 3′-UTR between differentially expressed miRNAs and the selected mRNA were predicted using miRanda (31). The miRNAs involved in the miRNA-mRNA pairs were selected to predict the miRNA-lncRNA interaction pairs using miRanda. The lncRNAs associated with the selected mRNAs were predicted by PC method (32) in the miRsponge (33). The PC method was based on two criteria: (1) the mRNA and lncRNA must have shared miRNA, and (2) the mRNA and lncRNA expression must conform to the positive co-expression. Finally, based on the miRNA-mRNA, mRNA-lncRNA, and miRNA-lncRNA pairs, the ceRNA network was constructed using Cytoscape (34).

### Xenograft of Nude Mice Resistant to DDP

Male athymic nude mice (BALB/c-nu/nu) (5-week-old) were maintained in a specific pathogen-free condition under 12 h light/dark cycle and fed with standard chow diet and water. The logarithmic phase A549 cells (200 μL) at a cell density of 2 × 10^7^/mL were suspended in Matrigel and subcutaneously injected into the right flank of mice. The tumor diameter was measured at day 10 post-inoculation. The tumor volume was calculated using the following equation: V = ab^2^π/6 where, “a” represents maximum diameter, “b” represents minimum diameter, and “V” is the volume of tumor. The mice were divided into two groups, DDP group (intraperitoneal injection of cisplatin; 4 mg/kg body weight, once every 2 days) and control group (intraperitoneal injection of normal saline). The mice were humanely euthanized and their tumor tissues were collected. A sample of the tumor tissue was stored in liquid nitrogen, while some tissue samples were continuously passaged. After 4 generations, the xenografted DDP-resistant tumor tissue was obtained (Figure 9). All animal experiments were approved by the Institutional Animal Care and Use Committee of the Affiliated Huai'an Hospital of Xuzhou Medical University.

**Figure 9:**
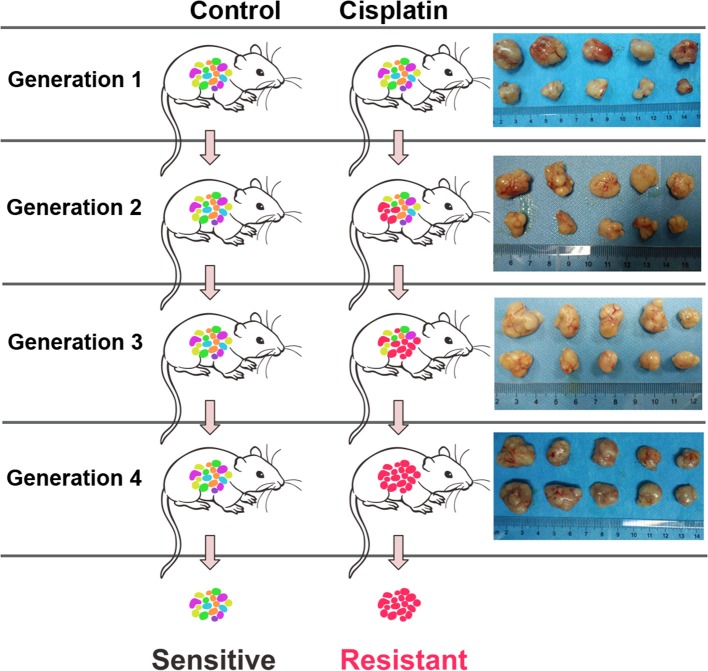
Generation of cisplatin-resistant nude mice strain by xenografting.

### Patients

We collected the lung tumor tissues from 17 patients with NSCLC who exhibited postoperative tumor recurrence at the Affiliated Huai'an Hospital of Xuzhou Medical University between January 2014 and October 2018. These patients underwent DDP-based chemotherapy after postoperative recurrence. The patients were classified as DDP-sensitive group (responder group, *n* = 10) and DDP-resistant group (non-responder group, *n* = 7) based on the sensitivity to chemotherapy.

### RNA Extraction

Total RNA was extracted from the cells using Trizol reagent. RNA purity was determined using the NanoPhotometer® spectrophotometer (Implen, CA, USA). RNA concentration was measured using the Qubit® RNA Assay Kit and Qubit® 2.0 Fluorometer (Life Technologies, CA, USA), while the RNA integrity was evaluated using the RNA Nano 6000 Assay Kit and Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### qRT-PCR Analysis

Total RNA was extracted from the cells, xenografted DDP-resistant tumors (G1-G4), and clinical tissue samples using Trizol reagent. The cDNA was synthesized using the TaKaRa reverse transcription kit (Takara, Dalian, China). The qRT-PCR analysis for mRNA and lncRNA was performed using the TaKaRa PCR detection kit (Takara) with GAPDH as an internal control. The qRT-PCR analysis for miRNA was performed using the miRNA detection kit (RiboBio, Guanghzou, China) with small nuclear RNA U6 as an internal control. The relative gene expression level was calculated using the 2^−ΔΔ*Ct*^ method.

### Western Blot Analysis

Protein was extracted from the xenografted DDP-resistant tumors (G1-G4) using RIPA lysis buffer. The extracted protein (20 μg) was subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis using 12% gel. The proteins were transferred onto a polyvinylidene fluoride membrane. The membrane was blocked using 5% non-fat milk for 1 h. The membrane was probed with the primary antibodies (HMGCR, GST-ω1, GST-π1, ALDH3A1, MGST1, FXYD2, ABCG2, and MGST3; 1:1000) at 4°C overnight. Further, the membrane was probed with the horseradish-peroxidase labeled secondary antibodies (1:5000) at 37°C for 1 h. The proteins were visualized using enhanced chemiluminescence (ECL) reagents.

### Cell Transfection

The MSTRG.51053.2 (OE-MSTRG.51053.2) was overexpressed in the A549 cells by transfecting the full-length MSTRG.51053.2 cDNA (RiboBio) and its NC into the A549 cells. The miR-432-5p inhibitor (anti-miR-432-5p) and its NC were purchased from Sangon (Shanghai, China). The transfections were performed using Lipofectamine 2000 (Invitrogen, CA, USA).

### CCK-8 Assay

CCK-8 assay was used to investigate the effect of MSTRG.51053.2 overexpression and miR-432-5p inhibition on cell survival at different concentrations of DDP to calculate the IC_50_ value of DDP using the Cell Counting Kit-8 (CCK-8, Dojindo Molecular Technologies, MD, USA). Briefly, the cells were transferred to a 96-well plate at a cell density of 5 × 10^3^ cells/well. The cells were treated with different concentrations of DDP. Next, the cells were incubated with CCK-8 solution for 1 h at 37°C (5% CO_2_). The absorbance of the mixture was measured at 450 nm using a microplate reader (Bio-Rad, Hercules, CA, USA).

### Fluorescence *in situ* Hybridization (FISH) Assay

Co-localization of MSTRG.51053.2 and miR-432-5p in the A549 cells was detected using FISH assay. The cells were divided into two groups: the blank group (blank) and miR-432-5p minic transfection group (miR-432-5p minics). The probe for MSTRG.51053.2 was 5′-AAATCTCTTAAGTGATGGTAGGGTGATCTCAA-3′, while that for miR-432-5p was 5′-CCACCCAATGACCTACTCCAAGA-3′. 

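The probe for MSTRG.51053.2 has 1 exact match in the human genome (GRCh38), on the plus strand of chromosome 9 from 121366028 to 121366059. The RNA that it pairs with is thus read from the minus strand. The place lies inside MSTRG.51053 and in the first intron of STOM, a gene on the minus strand that encodes the membrane protein stomatin. MSTRG.51053 is listed as 5587 bases from start to end, of which 79 lie in exon 1 of STOM-201 and 5508 in intron 1. The tables give no exons of MSTRG.51053. Within this span CTCCAAG, the complement of bases 2 to 8 of miR-432-5p, occurs 1 time, from 121366230 to 121366236. It is part of the site TTGAACTCCAAGC used in the reporter, a sequence with 111 exact matches in the genome, of which this one runs from 121366229 to 121366241. The probe for miR-432-5p has 1 match, on the minus strand of chromosome 14 from 100884496 to 100884518, in MIR432, a gene on the plus strand.

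**Figure D3:**
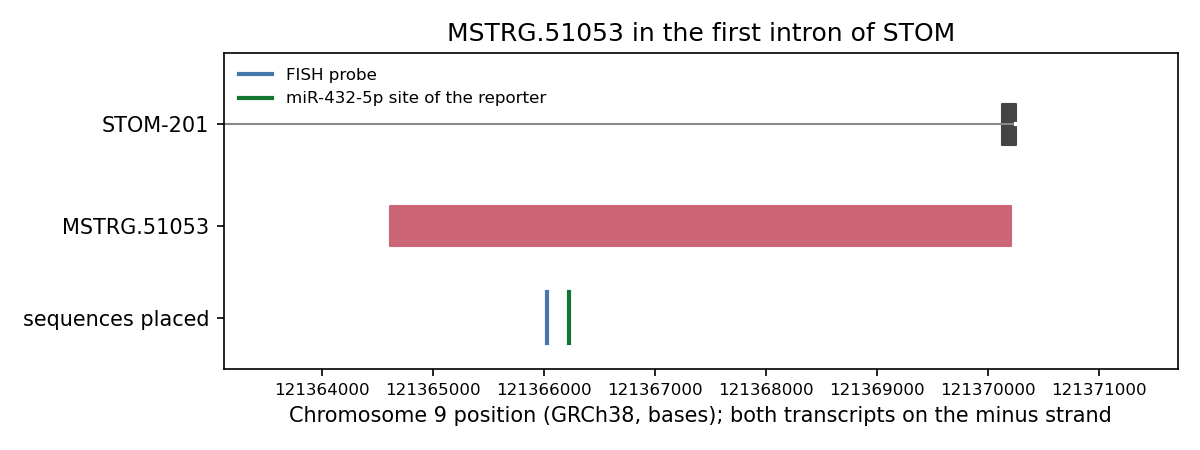
Position on chromosome 9 (GRCh38, in bases) of MSTRG.51053, of the first exon and first intron of STOM-201, of the probe and of the miR-432-5p site used in the reporter. Boxes are exons or the listed span, the thin line is the intron, and the probe and the site lie in the part of the span that is intron 1 of STOM.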

Briefly, the cell suspension (5 × 10^4^ cells/well) was incubated on unstained slides in 24-well culture plates at 37°C and 5% CO_2_. The cells were washed with phosphate buffer saline (PBS) for 5 min and fixed in 4% paraformaldehyde. The cells were then washed thrice with PBS. The cells were incubated with 1 mL of pre-cooling transparent liquid for 5 min and washed with PBS. Next, the cells were blocked with 200 μL pre-hybridization solution for 30 min. Under dark conditions, 2.5 μL of 20 μM lncRNA FISH Probe Mix or internal reference FISH Probe Mix was added to 100 μL hybridization solution. The pre-hybridization solution in each well was discarded and 100 μL of probe hybridization solution containing the probes was added for hybridization at 37°C overnight in a dark moist chamber. After post-hybridization washes, the slides were stained with 4′,6-diamidino-2-phenylindole (DAPI) for 10 min. The slides were visualized under the Leica SP8 Multiphoton Confocal Microscope (Leica, Germany).

### Reporter Vector Construction and Luciferase Reporter Assay

The MSERG.5105.2 fragment that contains the predicted miR-432-5p binding site was amplified by PCR. The amplified fragment was cloned into a pmirGlO Dual-luciferase miRNA target expression vector to generate the reporter vector MSERG.5105.2-wild-type (MSERG.5105.2-wt). The putative binding site of miR-432-5p in MSERG.5105.2 was mutated by replacing the sequences of the putative binding site, which was named as MSERG.5105.2-mutated-type (MSERG.5105.2-mu). The vectors and miR-432-5p were co-transfected into the HEK 293T cells. The luciferase activity in the co-transfected cells was detected using the Dual-Luciferase Reporter Assay System (Promega). A similar method was used to determine the regulatory relationship between miR-432-5p and MGST3.

### Statistical Analysis

All statistical analyses were performed in SPSS 19.0 and Graphpad Prism 7.0. The data are expressed as mean ± standard deviation. Double-tailed *t*-test was used for the comparison between the two groups. One-way analysis of variance was used to compare the differences among three or more groups, while *q*-test was used for pairwise comparison between groups. The difference was considered statistically significant when the *P*-value was < 0.05.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GSE144520).

## Ethics Statement

The studies involving human participants were reviewed and approved by Animal Care and Use Committee of the Affiliated Huai'an Hospital of Xuzhou Medical University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Animal Care and Use Committee of the Affiliated Huai'an Hospital of Xuzhou Medical University.

## Author Contributions

YWan, YZhe, and WS conceived and designed the experiments. JZ, CX, YG, YWang, ZD, and YZha performed the experiments and analyzed the data. JZ and CX drafted the manuscript. All authors read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

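The deposited data are 6 tables, each for a library, with 3 libraries of A549 cells and 3 of A549/DDP cells, and each library was assigned to its line by its label. The labels number the libraries of a line and do not say whether they come from separate cultures. Since each kind of cell is a single line, the p values measure a difference against the spread between libraries of a line. They do not speak to resistant cells in general. The unit of the deposited values is FPKM per transcript. According to the paper, the authors trimmed the reads with Trimmomatic, aligned them to hg38 with HISAT2, assembled transcripts with Cufflinks, quantified them with cuffquant and cuffnorm and compared the lines with cuffdiff. The notes of the submitters name CASAVA, HISAT2, StringTie and DESeq2 in place of the Cufflinks tools and give no versions, and gene IDs that start with MSTRG are the default of StringTie. Which of them made the deposited FPKM values is not stated. The library kit keeps the strand, and no source says whether the quantification used it.

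The tables share 81818 transcripts in the same order. Each gives a gene ID and a genomic span but no transcript name, so a name was taken from GENCODE 44 (GRCh38) where the gene ID and the span matched, which 87.1% of the transcripts did. Of 29050 Ensembl gene IDs, 28511 are in GENCODE 44. A span does not show the exons, and 743 transcripts share gene ID and span with another. Of all transcripts, 28463 were listed at 0 in every library. Only 0.424% had a span that matched coding transcripts alone, so the tables hold mostly the non-coding part of the assembly. For that reason the planned comparisons of mRNAs, circRNAs and miRNAs were not made, and values of a protein-coding gene are mostly those of its non-coding transcripts. Among the features whose values are given, GNAS-237 and the larger part of the IL6 sum (IL6-209) have the span of a coding transcript. Assays on tumors, patients, proteins and reporters have no deposited values.

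The number of reads is not in the tables. Ratios of low values (under 0.5 FPKM) between libraries have a weak peak, as whole reads give, which held 0.521% to 0.874% of the pairs in a narrow bin. Its place relative to A549 replicate 1 was 0.898 and 0.956 for the other A549 libraries and 0.667 to 0.719 for the A549/DDP libraries. If this peak stands for whole reads, a read is worth less in the A549/DDP libraries, as in libraries with more reads, but the peak is too weak to settle that. Whole reads could not be recovered for most values, so no count test was run and the depth behind a value is unknown.

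Values were transformed to log2(FPKM + 1) and compared with limma 3.58.1 (R 4.3.3), with a trend of the variance on the mean, for transcripts at 0.5 FPKM or more in at least 3 of 6 libraries. P values were adjusted by Benjamini-Hochberg over all transcripts tested. A call needs an adjusted p under 0.01 and an absolute log2 fold change over 1. Gene sums were formed over all transcripts of a gene ID and tested in the same way. Lists of genes were tested on gene sums with camera at its preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists. The code was tested on simulated data built from the means and the spread of the real libraries, with 200 changed features. Among transcripts, 0%, 0%, 16% and 46% of those changed 2-, 4-, 8- and 16-fold were called, and 1 unchanged transcript was called. Among gene sums the shares were 0%, 28%, 76% and 86%, with 4 unchanged ones called. In these simulated data the test missed more than it called of the changed transcripts at every size tried, up to 16-fold. Among changed transcripts with a mean of at least 5 FPKM, it called 2 of 4 at 8-fold and 5 of 7 at 16-fold. In the real data 4483 transcripts had an unadjusted p under 0.05 by limma, far more than the 200 changed here. The adjustment is stricter where few features change, so these shares need not hold for the real comparison.

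Sequences of probes and sites were copied from the text and Figures 4B and 8A and searched for exact matches on both strands of the chromosomes of GRCh38. Regions, overlaps and figures were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

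The design, the thresholds, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, with the paper and its tables already read. The rule names the 17 genes of Table 1 and the 8 lncRNAs of the network. It also names the 10 features with the largest and the 10 with the smallest log2 fold change among called features with a gene name, separated groups and a mean of at least 5 FPKM. In each gene list it names up to 4 called members, or any member of a list of 9 or fewer, and up to 6 genes of each of several pathways of Table S1. It further names EGFR, CD44, HIF1A, STAT3 and PIK3CA. Some other genes that the rule names are not reported here. The lncRNA nodes of Figure 3A are named because the paper names them. The alternatives were quantile normalization, median-ratio scaling, no filter, a filter at 2 FPKM, pseudocounts of 0.1 and 0.01, other thresholds, treat against a fold change of 2, array weights, the replicate number as a block, the other feature level, and leaving out each library in turn. In the first run of the last one, the filter was applied again to the 5 libraries left, which drops features present in 1 line only. After those values had been seen, a version was added that tests the features kept from all 6 libraries. Both are reported, the added one as such. MIR493HG, MSTRG.52879 and the transcripts inside NALF1 were named after their values had been seen, outside the rule. The alternatives planned for counts were not run.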

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

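The tests of scaling as a source of the tilt toward higher values were chosen only after that result was seen, and so was the way of leaving out 1 library used for MEG3 and MEG8. The other tests in this part were set beforehand. Groups of 3 libraries are too small for a formal test of outlying libraries, so none was made, and what array weights and leaving out each library gave is in the part on alternatives.

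The paper names neither the genes nor the transcripts that follow, and their values in A549/DDP cells lay above those of the A549 control libraries in every library. By limma, the log2 fold change was 4.66 for SLC7A7-209, 4.23 for USH1C-208, 3.48 for NALF1-IT1-201, 3.46 for AKR1C2-207, 3.31 for ENST00000510562, 3.08 for AKR1C2-205 and 3.06 for SPP1-205. SLC7A7-209 and USH1C-208 are listed at 0 in all A549 libraries, so their fitted fold changes depend on the pseudocount. As planned, all 7 calls ended without each A549 library in turn (adjusted p of SLC7A7-209, USH1C-208, NALF1-IT1-201, AKR1C2-207, ENST00000510562, AKR1C2-205 and SPP1-205 from 0.0118 to 0.0443). All but that of USH1C-208 also ended with no filter (0.0102 to 0.0418) and treat (0.0165 to 0.109), all but those of USH1C-208 and SLC7A7-209 with a pseudocount of 0.01 (0.0107 to 0.0652), those of AKR1C2-207, AKR1C2-205 and SPP1-205 with a pseudocount of 0.1 (0.0146 to 0.0274), and that of SPP1-205 under quantile normalization (0.0106) and median-ratio scaling (0.0208). Without any A549/DDP library, with the filter applied again, 0 transcripts were called higher, so none of these 7 calls was kept. SLC7A7-209, USH1C-208, NALF1-IT1-201 and ENST00000510562, under 0.5 FPKM in every A549 library, were then not tested. AKR1C2 is a near copy of AKR1C1 and AKR1C3, so reads may be shared between these genes, which would make the values of its transcripts uncertain. Such sharing was not measured.

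All 6 tested transcripts that lie inside NALF1 (chromosome 13, 107163510 to 107867496, minus strand) were higher in A549/DDP cells. They are NALF1-IT1-201, a transcript of ENSG00000276740 and 4 assembled transcripts, all on the strand of NALF1. They were singled out after their values were seen. Each passed the filter only through the 3 A549/DDP libraries, so the shared direction of the tested transcripts follows from the filter. Whether they are parts of a single transcript was not tested, so they do not count as separate results. Their values were at most 0.267 FPKM in A549 libraries and 4.34 to 12.2 FPKM in A549/DDP libraries, with log2 fold changes of 2.57 to 3.48. No transcript of NALF1 itself was tested.

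The first pattern weighed is that assembled transcripts, among them MSTRG.51053, lie inside coding genes. Of 940 assembled transcripts tested, 647 lie within a coding gene on its strand and 49 on the opposite strand. If such a transcript reflects reads from the pre-mRNA of its host gene, it should move with the host. Across 471 assembled transcripts whose host gene had other listed transcripts tested, Spearman's rho between the log2 fold changes was 0.376, and 62.4% had the same sign. These are values across transcripts, which are not independent replicates, and both log2 fold changes of a pair come from the same libraries. Some agreement of sign arises without any relation, since 63.1% of the named gene sums had a positive log2 fold change. That share is not itself the rate of agreement that unrelated signs would give, which was not computed. Reads of the host gene are a candidate source of part of the values of assembled transcripts. Of the 6 called ones with such a host value, 2 moved with a host sum that changed by over 1 (MSTRG.44547 with UPP1 and MSTRG.17086 with NTRK3), 2 had the sign of a host sum under 1, and 2 had the opposite sign. On the opposite strand rho was 0.331 over 28 transcripts, too few to tell whether the relation is particular to the host's strand, and a shared change of the whole locus stays open. For MSTRG.51053 itself the tables hold 0 other tested transcripts of STOM on its strand, so the transcript and intron 1 of STOM cannot be told apart here: the mRNA of STOM has no value in these tables.

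The second pattern is a fall within the imprinted cluster on chromosome 14 from DLK1 to DIO3, in which the genes of miR-432, miR-665, miR-299 and miR-485 lie. Of 4 gene sums tested in the cluster, 3 were lower: MEG3, MIR493HG and MEG8. DLK1, RTL1, MEG9 and DIO3 had no tested sum, so a fall of the whole cluster is not shown. The gene sum of MEG3 fell from 10.0 ± 2.52 to 0.371 ± 0.214 FPKM (SD, n = 3) and that of MEG8 from 9.12 ± 2.82 to 0.351 ± 0.142 FPKM. The log2 fold changes were -2.99 and -2.87 (adjusted p = 0.000865 and 0.0011 from limma). Scaling of the FPKM values as the cause is argued against: under quantile normalization and median-ratio scaling, which moved the median of all gene sums by -0.16 and -0.15, both stayed called and the value nearest to 0 was -3.01. No single library carries the fall: with the same features tested, a way chosen after the first values were seen, both stayed called without each library in turn and the value nearest to 0 was -2.67. With the filter applied again to 5 libraries, as first run, MEG8 was not tested without any A549 library, and calls were lost for MEG3 without A549/DDP replicate 3 (adjusted p = 0.0109) and for MEG8 without A549/DDP replicate 2 or 3 (adjusted p = 0.01 and 0.0118), with log2 fold changes of -2.94, -2.92 and -2.78. Treat against a fold change of 2 also ended the calls of MEG3 (adjusted p = 0.0128) and MEG8 (0.0173). Loss of a wider part of chromosome 14 in A549/DDP cells was tested on the 29 gene sums within 2 Mb on either side of the cluster. Their median log2 fold change was 0.18 (quartiles -0.04 and 0.44), 1 of them was higher and 0 were lower, so the fall is not shared by the neighbours. DIO3OS, at the end of the cluster, had a log2 fold change of -0.35 and did not pass the test. A loss or silencing limited to the part from MEG3 to MEG8 stays open and was not tested. The tests of scaling and of a single library had little room to come out otherwise. The scalings moved the median by little, and in both genes the libraries of the lines lay far apart. A biological difference between the lines, such as lower transcription from MEG3 to MEG8 in A549/DDP cells, is a hypothesis that was found on these data and was not tested.

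The third pattern is that more features were higher than lower in A549/DDP cells: 59% of the called gene sums and 64% of the called transcripts. Of the called gene sums, 46.1% were higher after quantile normalization and 44.4% after median-ratio scaling, and of the called transcripts 57.1% and 52.7%. Both scalings center the median log2 fold change of the gene sums near 0 (0.01 in both), which balances the calls whether the tilt comes from scaling or from a real rise. These shares therefore do not decide between them, and scaling stays open. The summed FPKM was higher in each A549/DDP library (65142 to 68665) than in each A549 library (58042 to 62589), which does not decide between them either. More reads in the A549/DDP libraries, if present, would lift low values more than high ones, and this stays open too: the median log2 fold change of gene sums at 10 FPKM or more was 0.0885, between the bounds of 0.05 and 0.1 set for that test, and in the bins below it was 0.15 to 0.19. Over the transcripts it was 0.01 at 10 FPKM or more, 0.08 from 5 to 10 FPKM and 0.14 to 0.16 below, which goes in the direction of that explanation. A biological rise of these transcripts in A549/DDP cells stays open as well.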

How the results depend on the processing

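Every alternative was planned except 1, which was chosen after values had been seen: leaving out each library with the features tested kept from all 6 libraries. Of 72 named features that were called, all kept their direction under every alternative that tested them. The calls kept were 62 under quantile normalization, 59 under median-ratio scaling, 60 with a pseudocount of 0.1, 67 with array weights, 31 with a pseudocount of 0.01, 20 with no filter and 13 with treat. The filter of at least 2 kept all 69 that it tested. Of 114 called transcripts, 95 stayed called under quantile normalization, 84 under median-ratio scaling, 79 with a pseudocount of 0.1, 110 with array weights, 6 with a pseudocount of 0.01, 5 with treat and 4 with no filter.

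The counts of called transcripts (73 higher and 41 lower) moved to 3 and 1 with no filter, 4 and 2 with a pseudocount of 0.01, 586 and 259 at an adjusted p under 0.05 with no fold change, 3 and 2 with treat against a fold change of 2, and 147 and 102 when gene sums were tested in place of transcripts. With the filter of at least 2, 62 were lower. Among lncRNAs (31 higher and 21 lower) the counts moved to 0 and 1 with no filter, 0 and 1 with a pseudocount of 0.01, 160 and 97 at an adjusted p under 0.05, 0 and 1 with treat and 65 and 40 with gene sums, and 33 were lower with the filter of at least 2. Without a filter 53355 transcripts entered the test.

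As planned, and as first run, leaving out 1 library applied the filter again to 5 libraries, which drops features present in 1 line only. It gave 0 to 1 higher and 0 to 5 lower transcripts, and 0 higher and 0 to 1 lower lncRNAs. Gene sums (147 higher and 102 lower) gave 5 to 55 higher and 3 to 31 lower. It tested 55 to 67 of the 72 named calls and kept 7 to 26. The version added after these values had been seen gave 0 to 2 higher and 1 to 5 lower transcripts, 0 higher and 1 lower lncRNAs, and 34 to 68 higher and 23 to 60 lower gene sums, and it kept 18 to 32 of the 72. A549 replicate 2, which stands apart on the second principal component, was the only library whose removal raised the number of transcripts at an unadjusted p under 0.05, from 4483 to 4768 as planned and 5153 in the added version, against 2568 to 3964 without another library. The added version is the more favorable one, and under both few transcripts passed with 5 libraries, where the test has less power, while the named calls that were tested kept their direction.

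Of the Table 1 genes, 3 were called higher. The count was 1 with no filter, 1 with a pseudocount of 0.01, 7 at an adjusted p under 0.05, 1 with treat, and 1 to 4 without 1 library in both versions. Of the members of the other gene lists, 18 were higher and 9 lower. Higher members numbered 11 after quantile normalization, 8 after median-ratio scaling, 0 with no filter, 5 with a pseudocount of 0.01, 45 at an adjusted p under 0.05, 0 with treat and 9 when transcripts were tested. Lower members numbered 4 with no filter, 5 with a pseudocount of 0.01, 16 at an adjusted p under 0.05, 0 with treat and 5 when transcripts were tested. Without 1 library they were 0 to 7 and 0 to 5 as planned, and 1 to 10 and 2 to 7 in the added version. By camera at its preset correlation, 6 lists were higher and 4 lower, and with an estimated correlation none passed (lowest adjusted p = 0.0896). When transcripts were tested in place of gene sums, 10 were higher, and with the filter of at least 2, 2 were lower. Without 1 library, 5 to 7 were higher and 2 to 4 lower as planned, and 6 to 8 and 3 to 5 in the added version.

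Quantile normalization and median-ratio scaling shifted the median log2 fold change of transcripts by -0.14 and -0.15. With them 105 and 95 gene sums were higher and 123 and 119 lower.

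The replicate numbers do not pair the libraries: the deviations of libraries with the same number correlated at 0.0149, -0.0333 and -0.0099. With the replicate block, 0 transcripts were higher and 1 lower, 0 lncRNAs were higher and 1 lower, 1 gene of Table 1 was higher, and 2 list members were higher and 5 lower. Gene sums were then 36 higher and 35 lower, and 25 of the 72 named calls were kept. The block takes residual degrees of freedom from a fit of 6 libraries.

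The tests planned for counts were not run, since the values are FPKM, and neither were the comparisons of mRNAs, which the tables hardly hold. What depth limits is unknown without read numbers. In the simulated data the test called 0% of transcripts changed 4-fold, so a transcript that was not called is not shown to be unchanged.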

Differences from the paper's values

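The paper reports 273 upregulated and 219 downregulated lncRNAs. At the paper's thresholds, 73 transcripts were higher and 41 lower among all transcripts tested, and 31 and 21 among transcripts of lncRNA genes and assembled transcripts. The test here was limma on the FPKM values, not cuffdiff. Of the alternatives set before the data were examined, the threshold of an adjusted p under 0.05 with no fold change gave 259 lower transcripts, within 1.5 times the paper's 219, and 586 higher ones, which are not within 1.5 times the paper's 273. No other alternative brought a count of all transcripts or of lncRNAs within 1.5 times the paper's, and the nearest were 160 higher lncRNAs at that threshold and 147 higher and 102 lower features as gene sums.

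The paper treats MSTRG.51053.2, MSTRG.35128.1 and MSTRG.12221.1 as upregulated by sequencing. All were higher in each A549/DDP library than in each A549 library, with log2 fold changes of 2.04, 1.12 and 2.08, but their adjusted p values of 0.0126, 0.0362 and 0.017 from limma do not pass the paper's limit. MSTRG.51053 and MSTRG.12221 passed with the filter of at least 2 (adjusted p = 0.00787 and 0.00909, of ranges over the alternatives of 0.00787 to 0.55 and 0.00909 to 0.682), and all of them passed at an adjusted p under 0.05 with no fold change. The upper ends of both ranges are from treat, which tests against a fold change of 2 and not against no change. MIR34AHG was planned to be matched as a gene. The sum over its listed transcripts did not pass (log2 fold change 1.40, adjusted p = 0.0342), while its transcript MIR34AHG-204 passed, as raised. PPAN-206 passed, as raised, but PPAN-208 did not (log2 fold change -0.43). No transcript names are listed, so it is not certain that PPAN-206 is the lncRNA the paper means. By qRT-PCR in the cells, the paper found no significant difference for MIR34AHG and MSTRG.12221.1. It found significant differences for the other lncRNAs of the network, MSTRG.51053.2, MSTRG.35128.1 and PPAN among them. The paper also reports higher MSTRG.51053.2 and PPAN in tumors of non-responders and in later generations of the xenografts. In Figure 3A the paper draws GAS6-AS1, CHMP1B-AS1, MSTRG.5628, MSTRG.36595 and MSTRG.39005 as raised. Here their direction was the same, and their adjusted p values of 0.0135 to 0.044 did not pass. GAS6-AS1-201 and MSTRG.5628 passed with the filter of at least 2 (adjusted p = 0.00693 and 0.00936), and all of them at an adjusted p under 0.05 with no fold change.

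In Figure 4B the paper draws a miR-432-5p site as part of MSTRG.51053.2. That sequence has its only exact match in the human genome (GRCh38) in an intron of COL4A5 on chromosome X from 108565167 to 108565188, inside MSTRG.52879, and the 8 bases CTCCAAGA at its end have 0 matches in the span of MSTRG.51053. The probe of the FISH assay, with 1 match in the genome, lies in the span of MSTRG.51053, and so does 1 of the 111 matches of the 13-base reporter site. The paper draws the other site of that network as part of MGST3, and its only exact match is in the untranslated part of an exon of CRY1 on chromosome 12 from 106991764 to 106991787. The reporter site of MGST3, AGATACTCCAAGG, has 85 exact matches in the genome, of which 1 lies in MGST3, on chromosome 1 from 165655862 to 165655874. The sites drawn for PPAN and ABCG2 lie in those genes.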

Other observations

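No test in this part was chosen only after its result was seen, apart from the look at MIR493HG. Table 1 of the paper lists 17 genes by their mRNAs. Of 12 of them, non-coding transcripts are listed, and the gene sums of 11 were tested. FXYD2 rose from 0.264 ± 0.273 to 24.9 ± 4.98 FPKM (SD, n = 3), MGST3 from 7.23 ± 4.35 to 49.4 ± 8.28 FPKM and AKR1C1 from 5.97 ± 1.15 to 31.9 ± 6.97 FPKM. The log2 fold changes were 4.36, 2.80 and 2.23 (adjusted p = 0.000377, 0.00993 and 0.00263 from limma). The call of MGST3 ended under quantile normalization (0.0155), median-ratio scaling (0.0225), no filter (0.0385), pseudocounts of 0.1 (0.0186) and 0.01 (0.0298), treat (0.221) and, as planned, without any library other than A549 replicate 2 (0.0193 to 0.0557). That of AKR1C1 ended with no filter (0.0115), treat (0.103) and without the same libraries (0.0102 to 0.0259), and that of FXYD2 with a pseudocount of 0.01 (0.0163). The other 8 did not pass over all gene sums, and all 8 had a positive log2 fold change, among them MGST1 at 2.07, GSTP1 at 1.59 and ALDH3A1 at 1.13. Adjusted over the list alone, 7 were higher and 0 lower, which is not independent evidence because the study chose the list on these libraries. ABCG2 was not among the tested sums.

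Table S1 lists the significant genes of each pathway by their mRNAs. Of 49 tested gene sums among genes of the raised pathways, 7 were higher, 0 lower, and 77.6% had a positive log2 fold change. Of 117 among genes of the lowered pathways, 1 was higher, 6 were lower, and 31.6% had a positive log2 fold change. Over all 9637 tested gene sums with a name, 120 were higher, 83 lower, and the share was 63.1%. These counts are not independent evidence, because the study chose the genes of Table S1 by their mRNAs in the same libraries. In TNF signaling and NF-kappa B signaling, 10 of 11 tested sums had a negative log2 fold change in each, with PTGS2 at -3.76 called in both, IL6 at -2.94, mostly from a transcript with a coding span, in the former and TRIM25 at -1.74 in the latter. Treat ended the calls of PTGS2, IL6 and TRIM25 (adjusted p = 0.0155, 0.0204 and 0.667), and so did leaving out A549 replicate 3 or A549/DDP replicate 2 or 3 (at most 0.0122, 0.0134 and 0.0463). No filter also ended those of PTGS2 (0.0115) and TRIM25 (0.0225), a pseudocount of 0.01 those of IL6 (0.0124) and TRIM25 (0.0139), and leaving out any library that of TRIM25. In apoptosis 0 of 10 were called. CD44, which Table S1 or the text names, fell with a log2 fold change of -2.81 (adjusted p = 0.00188 from limma), a call that leaving out A549 replicate 1 or 3 or any A549/DDP library ended (adjusted p up to 0.0155), as did no filter (0.0124) and treat (0.0311). EGFR, HIF1A and STAT3 did not pass the test.

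The gene lists were tested on gene sums, which for protein-coding genes are mostly those of non-coding transcripts, so no change of mRNA is shown for them. Of 36 gene lists, 27 had enough tested members for camera, which at its preset correlation called 10, and with an estimated correlation none passed (lowest adjusted p = 0.0896). Those higher were NRF2 targets (adjusted p = 0.000726), heat shock genes (0.000345), cholesterol synthesis (0.0074), cell cycle genes (0.0106) and crosslink repair (0.0216), with the Table 1 genes (7.55e-06), whose rise is not independent evidence because the study chose them on these libraries. Those lower were NF-kB targets (7.55e-06), the imprinted cluster (0.000345), aminoacyl-tRNA synthetases (0.00314) and mesenchymal genes (0.0373). The lists were set with the paper and its tables already read. Table S1 gives NF-kappa B signaling as lowered and steroid biosynthesis as raised by mRNAs of the same libraries. The imprinted cluster holds genes of miRNAs that the paper reports as changed between these lines. The results for NF-kB targets, cholesterol synthesis and the imprinted cluster are therefore not independent evidence either. Of 18 tested NRF2 targets 4 were higher, AKR1B10, AKR1C1, AKR1C2 and PGD (7 adjusted over the list alone). AKR1C1 and AKR1C2 are near copies and may share reads. Of 6 tested heat shock genes 4 were higher, HSPH1, HSPA8, HSPD1 and HSP90AA1 (4 over the list alone). Of 19 tested aminoacyl-tRNA synthetases 3 were lower, YARS1, SARS1 and GARS1 (4 over the list alone). LSS of cholesterol synthesis and CDK1 and RRM2 of the cell cycle genes were higher, and SPARC of the mesenchymal genes was lower, 1 of 17, 2 of 19 and 1 of 10 tested. Of 15 tested NF-kB targets 2 were lower, of 3 tested genes of the imprinted cluster 2 were lower, and of 22 of crosslink repair 0 were called. Crosslink repair did not pass with the filter of at least 2 (adjusted p = 0.378) or, as planned, without A549 replicate 1 or 3 or A549/DDP replicate 2 or 3 (0.0554 to 0.0748). Mesenchymal genes did not pass under quantile normalization (0.0858), with the filter of at least 2 (0.0718) or without any library other than A549/DDP replicate 3 (0.0576 to 0.279). With no filter, 0 members of the lists other than Table 1 were higher and 4 lower, against 18 and 9. By fry, the 10 lists that camera called had an adjusted p under 0.05, but so had lists that camera did not call. Among the latter were housekeeping genes (0.00564 from fry) and Y-linked genes (0.00468), both higher. Fry tests a list without regard to the other gene sums, so the tilt toward higher values can reach its results. Fibroblast, leukocyte and endothelial markers had no tested sum, and neither had clustered histones or mitochondrial genes.

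With 3 libraries against 3 there are 10 splits of the libraries, too few for a share under 0.05. The real split is the 1 split with a count as large in each case. It called 114 transcripts (at most 2 in another split), 52 lncRNAs (at most 1), 249 gene sums (at most 1), and 10 lists, the Table 1 genes among them (at most 1). The lists were called by camera at its preset correlation, and none passed with an estimated correlation. For the list of Table 1 genes and its 3 called genes the splits say nothing, because the study chose it on the real split. In every other split each group mixes libraries of both lines, so any difference between the lines widens the spread within groups. Few calls were therefore to be had there, and the contrast with the real split is not separate support.

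GAPDH, the internal control of the qRT-PCR, has non-coding transcripts whose sum rose with a log2 fold change of 1.34 (adjusted p = 0.00443 from limma). The change was 1.09 after median-ratio scaling and 0.22 after quantile normalization, and the call ended under both. It also ended with no filter (0.148), pseudocounts of 0.1 (0.0119) and 0.01 (0.0308), treat (1.0) and, as planned, without each library in turn (0.0105 to 0.0368), at log2 fold changes of 1.23 to 1.45 in the last case. Nearly all of the sum comes from GAPDH-208, at 1105 FPKM in A549 cells and 2814 FPKM in A549/DDP cells. GAPDH-206, GAPDH-207, GAPDH-209 and GAPDH-210 had log2 fold changes of -0.57, -1.36, 0.14 and 0.40, and none of these passed the test. So the rise is not one of the GAPDH transcripts in general. The value of GAPDH mRNA is not in the tables.

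MIR493HG, within which MIR432 lies on the same strand (chromosome 14, 100836269 to 100955006), fell from 1.33 to 3.29 FPKM in the A549 libraries to at most 0.0804 FPKM in the A549/DDP libraries. The log2 fold change was -1.56 (adjusted p = 0.00923 from limma). It was named after its values had been seen, and the call ended when any 1 library was left out with the same features tested, a way chosen after other values had been seen, at log2 fold changes of -1.76 to -1.32 (adjusted p = 0.0117 to 0.0484). As planned, it was not tested without an A549 library, and it ended without each A549/DDP library (0.0499 to 0.0557), with no filter (0.0376), a pseudocount of 0.01 (0.0249) and treat (1.0). The paper reports lower miR-432-5p in A549/DDP cells. Mature miRNAs are not in the deposited tables. As given above for MEG3 and MEG8, the gene sums on either side of the cluster did not share the fall (median log2 fold change 0.18), and DIO3OS within the cluster did not pass the test. Whether lower host transcripts accompany the lower miRNAs was not tested.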
